A study of Mus musculus with 14 samples.

How the data were processed

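Small RNA was sequenced from small extracellular vesicles, the membrane particles that cells release, in 14 libraries. Per the labels, the vesicles came from primary neutrophils, taken as Ly6G-positive cells from the bone marrow of wild-type female BALB/c mice. The cells had been kept for 48 h with DMSO, the solvent, or with 10 µM 27-hydroxycholesterol (27HC), a metabolite of cholesterol. There were 7 libraries per group, numbered 1 to 7 in each. The labels carry a pair of consecutive numbers for each library, and what those numbers mark is not stated.

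Per the labels' protocols, vesicles were collected with a commercial kit, total RNA was extracted with the miRNeasy Micro kit and libraries were made with the QIAseq miRNA kit. The values used were the raw counts deposited by the authors, whole numbers per mature miRNA and library, for 1695 mouse miRNA names. The labels name no aligner, counting tool, genome build, rule for reads that match several miRNAs, or use of the molecular identifiers that this kit adds. A count here is therefore the authors' count, and it is unknown whether it counts reads or molecules. Counting error from depth is covered by the tests below, but duplicated reads would not be. Every column and library of the table was matched to a label, and 0 were left unmatched.

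Library totals ran from 112914 to 871189 counts. A threshold of 3 counts, the upper limit that a count of 0 allows, corresponded to 3.44 counts per 1000000 counts (CPM) in the deepest library and to 26.6 CPM in the shallowest. Pairs of libraries within a group were compared by a chi-square test over the tested names, and all 42 pairs differed by more than sampling noise, with a lowest chi-square per degree of freedom of 5.65. No library was therefore counted as a copy of another.

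The comparison of 27HC with DMSO used the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the deposited counts, with treatment as the only term. Library sizes were scaled by TMM, and names with low counts were removed by filterByExpr with its defaults, a minimum count of 10 and a minimum total of 15. This left 239 names, which held 99.4% of all counts, and 1456 names were left out. Calls had a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were computed from the fold change and its F value. The step was tested on simulated counts with the real means and library sizes, in which 200 of the 1695 names were changed 4-fold. All 28 changed names that passed the filter were called, and 3 unchanged names were called too, 9.68% of the calls. With no change simulated, 1 of the 232 tested names was called.

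CPM values use TMM library sizes. A family score is the mean over the tested members of log2 CPM with a prior count of 2. Scores and library measures were compared by an exact two-sided permutation test over all 3432 splits of the libraries into 7 and 7, in which the smallest possible p is 0.000583. The separation of whole profiles was measured by a pseudo-F on squared Euclidean distances between libraries and tested one-sided over the same splits. These 11 tests were adjusted together. Gene set tests used camera and fry from limma 3.58.1.

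The tests, the lists of miRNAs, the rule for naming miRNAs and most alternatives were set before the data were examined. The let-7 and miR-200 families were chosen because the study concerns stemness and epithelial-mesenchymal transition in breast cancer cells. Lists for myeloid, erythroid, lymphoid, stromal and liver miRNAs were set as candidate sources of signal. The miRNAs described one by one are the 5 highest and the 5 lowest fold changes among calls with a mean of at least 10 counts in a group, the 5 most abundant miRNAs, and family members. The other calls are listed by name.

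Alternatives covered the scaling, the filter, the tool (DESeq2 1.42.0 and limma-voom), robust dispersion, library size as a covariate, the replicate number as a block, each library left out in turn, the prior count, the family score and the set test. Alternatives chosen after seeing the data were a term for the split of replicate numbers into 1 to 4 and 5 to 7, fits within each of those sets, merging of names that share reads, and the share of the most abundant miRNAs with miR-3473b and miR-3473e left out or counted once.

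Hairpin positions and sequences came from the GENCODE M21 annotation of the mouse genome GRCm38. The authors' build is not stated and their table holds no positions, so these coordinates belong to the annotation and not to the counts. Of the 1695 names, 1627 were matched to a hairpin gene by name. A hairpin was called repeated when it shared 20 bases with 10 or more genes other than miRNA genes. Mature sequences were not used here.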

Results

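MicroRNAs (miRNAs), short RNAs that repress messenger RNAs, were counted in vesicles released by mouse neutrophils after 48 h with 10 µM 27HC or with the solvent DMSO. There were 7 libraries per group. The comparison asks how 27HC changes the miRNA content of the vesicles, in a study on their effect on breast cancer cells.

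Depth varied more within groups than between them. DMSO libraries held 339003 ± 252278 counts (SD, n = 7) and 27HC libraries 221824 ± 108913 counts (SD, n = 7). The difference in log2 total was −0.48, with an exact permutation p of 0.295 (adjusted over the 11 tests, 0.464). DMSO replicate 3 was the deepest library, with 871189 counts, and without it the difference was −0.21. Within replicates 1 to 4 the difference was −0.51 and within replicates 5 to 7 it was −0.44. DMSO replicate 5 was the shallowest, with 112914 counts.

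After all libraries were rarefied to the smallest total, 640.3 ± 171 miRNAs were expected per DMSO library and 613 ± 97.7 per 27HC library (SD, n = 7). The difference of −27.4 was smaller than the spread between replicates, with an exact permutation p of 0.7098 (adjusted 0.781), and it changed sign when DMSO replicate 5 or 7 was left out, to 2.06 and 9.65. Rarefied to the smallest total of each set, the difference was 27.6 within replicates 1 to 4 and −102.7 within replicates 5 to 7. The exact permutation p was 0.571 and 0.1, the smallest possible in the second. A test of the difference between these sets gave an exact permutation p of 0.4. Counted without rarefying, 836 ± 121.4 miRNAs had at least 1 count in DMSO libraries and 724 ± 48.1 in 27HC libraries, with an exact permutation p of 0.0169. That number depends on depth.

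A few miRNAs held most of the counts. miR-16-5p alone took 38.8 ± 3.66% of the counts in DMSO libraries and 40.8 ± 1.34% in 27HC libraries (SD, n = 7), followed by miR-223-3p with 13.99 ± 2.72% and 11.7 ± 0.536%. The hairpins of miR-16-5p lie on chromosome 14 at 61631880 to 61631972, in an exon of Dleu2, and on chromosome 3 at 69009902 to 69009996, in an intron of Smc4. The miR-223 hairpin lies on chromosome X at 96242817 to 96242926. In edgeR's quasi-likelihood test, the log2 fold changes of the 5 most abundant miRNAs were 0.085 for miR-16-5p, −0.26 for miR-223-3p, 0.18 for miR-423-5p, 0.035 for miR-25-3p and −0.11 for miR-93-5p. None of these 5 was called, and their smallest unadjusted p was 0.146. In replicates 1 to 4 alone, miR-223-3p was called at −0.43 (edgeR adjusted p 0.0129) and miR-423-5p at 0.69 (edgeR adjusted p 0.0304), while in replicates 5 to 7 they were at 0.15 and −0.13 and were not called. The difference between these sets had edgeR adjusted p-values of 0.267 and 0.476.

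The 10 most abundant miRNAs together held 70.5 ± 2.65% of the counts in DMSO libraries and 73.7 ± 1.34% in 27HC libraries (SD, n = 7), a difference of 3.24 percentage points with an exact permutation p of 0.00932 (adjusted 0.0256). miR-3473b and miR-3473e, which are among the 10, rose from 0.991% to 5.23% together, but their counts agree as if the same reads were counted under both names, which these shares would then include for each name. Counted once, with the next name included, they rose from 0.501% to 2.69%, and the difference over the 10 was 2.56 points (exact permutation p 0.0262). Without them the share of the other 8 fell by 0.999 percentage points, with an exact permutation p of 0.358. The total still held the pair, whose rise lowers this share by itself, so the fall does not show that the pair carried the difference. With the 10 ranked anew within each set, the difference was 3.04 points within replicates 1 to 4 (exact permutation p 0.0857). Within replicates 5 to 7 it was 2.24 points (exact permutation p 0.2, where the smallest possible is 0.1). Over the 10 ranked in all libraries, replicates 5 to 7 held 65.6 to 70.9% with DMSO and 72.7 to 73.3% with 27HC, without overlap. Replicates 1 to 4 held 69.4 to 73.5% with DMSO and 72.4 to 76.4% with 27HC, with overlap.

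Profiles separated by treatment and also by replicate number. On log2 CPM of the tested names, the first principal component held 36.5% of the variance and split replicates 1 to 4 from replicates 5 to 7 in both groups. The highest score among replicates 1 to 4 was 0.24 and the lowest among replicates 5 to 7 was 4.97. The second component held 21.4% of the variance and split the treatments, with scores from 1.27 to 5.79 in DMSO libraries and from −6.33 to −1.43 in 27HC libraries. The pseudo-F of the treatments was 3.45, with an exact permutation p of 0.00408 (adjusted 0.0150). With libraries permuted only within the sets of replicates 1 to 4 and 5 to 7, the exact p was 0.00143. The labels do not say what sets replicates 1 to 4 apart, and each set holds both treatments.

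**Figure D1:**
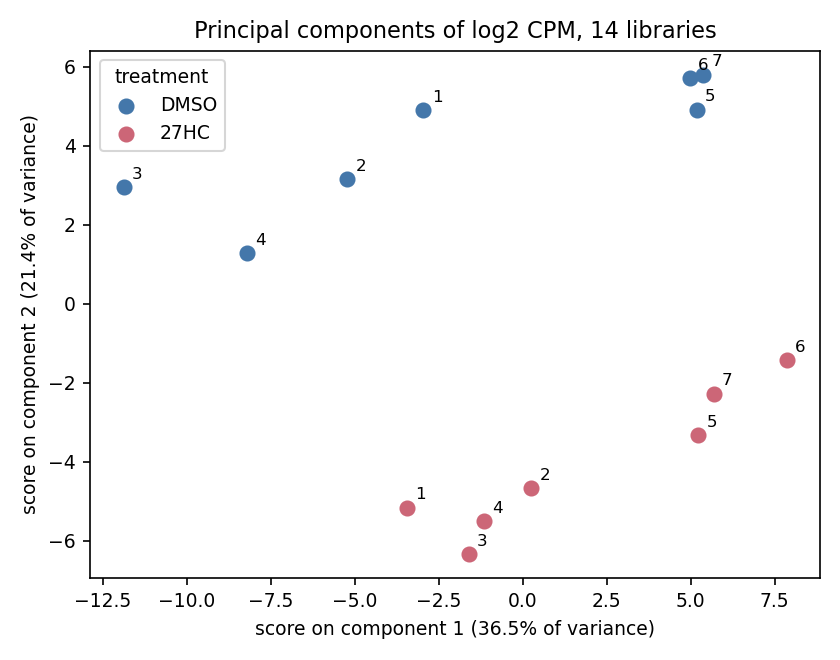
Scores of the 14 libraries on principal components 1 (36.5% of the variance) and 2 (21.4%) of log2 CPM, with the replicate number beside each point. Replicates 5 to 7 of both treatments score 4.97 or more on component 1, and the treatments lie apart on component 2.

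Of the names that passed the filter on low counts, 30 were called at an edgeR adjusted p under 0.05. Of these, 9 were higher and 21 were lower with 27HC. The number with an unadjusted p under 0.05 was 53. The median log2 fold change of the tested names was 0.010. A log2 fold change over 1 or under −1 was found for 15 calls, 5 higher and 10 lower. In 13 names the groups did not overlap in CPM, where chance would give 0.0583% of names, and all 13 were calls. Among the settings that use all libraries, the count ran from 22 among 110 names, with a mean count of at least 100, to 39 with a term for the set of replicates, which included all 30. Replicates 1 to 4 alone gave 42 calls, of which 27 were among the 30, and replicates 5 to 7 alone gave 12, of which 10 were. All 30 kept their direction in replicates 1 to 4, as did the 26 of them tested in replicates 5 to 7. The difference of the 27HC effect between the sets was tested by an interaction term, which called 0 names, with 24 at an unadjusted p under 0.05.

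**Figure D2:**
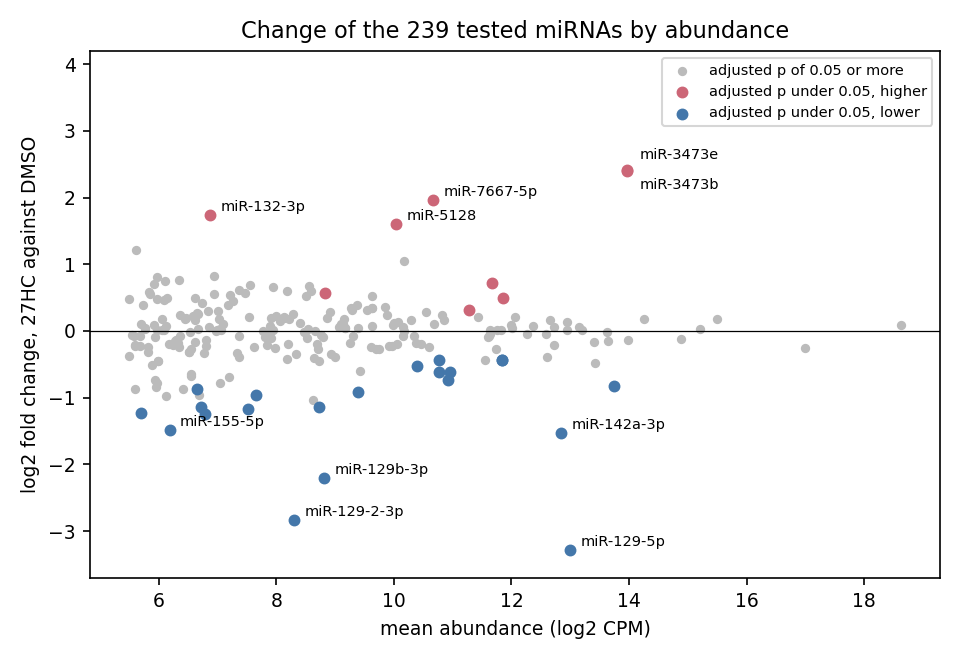
Log2 fold change of 27HC against DMSO (vertical axis) by mean abundance in log2 CPM (horizontal axis) for the tested miRNAs, with calls at an edgeR adjusted p under 0.05 in red (9 higher) and blue (21 lower). The labelled points are the 5 highest and 5 lowest calls, from −3.29 for miR-129-5p to 2.42 for miR-3473e.

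The lowest fold change was that of miR-129-5p, which fell from 14807.7 ± 3786 CPM to 1512 ± 415 CPM (SD, n = 7). Its log2 fold change was −3.29 (SE 0.21), with an edgeR adjusted p of 7.98e-09, and all 7 libraries with 27HC lay under the lowest DMSO library. This miRNA can come from Mir129-1, on chromosome 6 at 29022619 to 29022691 in an exon of the non-coding gene Gm3294, and from Mir129-2, on chromosome 2 at 94241364 to 94241453 in an intron of Mir670hg. The counts do not tell these sources apart. miR-129-2-3p, from Mir129-2 only, fell by 2.83 on the log2 scale (SE 0.41, edgeR adjusted p 0.000108), from 528.6 ± 360.97 CPM to 74.8 ± 11.8 CPM. miR-129b-3p fell by 2.20 (SE 0.24, edgeR adjusted p 3.89e-06), from 720.2 ± 220.5 CPM to 154.04 ± 47.7 CPM. Its hairpin, Mir129b, lies at 94241378 to 94241442 on the strand opposite to Mir129-2, within the same stretch, so that its counts are uncertain where reads of both hairpins were not told apart. For both names all 7 libraries with 27HC lay under the lowest DMSO library. In replicates 5 to 7 alone, miR-129-2-3p fell by 1.36, with an edgeR adjusted p of 0.0417, and its difference between the sets of replicates had an edgeR adjusted p of 0.0567.

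miR-142a-3p fell from 10913 ± 4120 CPM to 3771 ± 667.4 CPM (SD, n = 7), a log2 fold change of −1.53 (SE 0.20) with an edgeR adjusted p of 3.55e-05 and no overlap between the groups. Its hairpin lies on chromosome 11 at 87756864 to 87756927 in an intron of Mir142hg, with Mir142b on the opposite strand. miR-155-5p, from an exon of Mir155hg on chromosome 16 at 84714140 to 84714204, was scarce, at 91.4 ± 44.0 CPM in DMSO and 34.1 ± 23.1 CPM in 27HC libraries. Its log2 fold change was −1.48 (SE 0.40, edgeR adjusted p 0.0216), 4 of the 7 libraries with 27HC lay under the lowest DMSO library, and the call was lost in 5 of the 14 fits that left out one library, with adjusted p-values of 0.0643 without DMSO replicate 1 and of 0.0609, 0.0658, 0.0629 and 0.0566 without 27HC replicates 1, 4, 5 and 7.

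Among the higher calls, miR-3473b rose from 5075 ± 2137.2 CPM to 26872 ± 7029.98 CPM (SD, n = 7), a log2 fold change of 2.40 (SE 0.25, edgeR adjusted p 3.89e-06). miR-3473e gave 2.42 (SE 0.26, edgeR adjusted p 3.89e-06), but the log2 counts of both names differed by at most 0.047 in any library, so that they are not separate measurements. Mir3473b lies on chromosome 10 at 41670739 to 41670793 in an intron of Ccdc162, on the other strand, and Mir3473e on chromosome 5 at 31667231 to 31667340 in an intron of Rbks. Their hairpins share a run of 19 bases. Stretches of 20 bases of the Mir3473e hairpin occur in 48 other genes, and those of the Mir3473b hairpin in more.

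miR-7667-5p rose by 1.96 (SE 0.16, edgeR adjusted p 2.07e-07), from 662.4 ± 136.7 CPM to 2576 ± 547 CPM, and miR-5128 by 1.61 (SE 0.17, edgeR adjusted p 3.89e-06), from 517.6 ± 116 CPM to 1565 ± 352 CPM. miR-5128 rose by 2.10 in replicates 1 to 4 and by 1.03 in replicates 5 to 7, a difference with an edgeR adjusted p of 0.0567. The hairpins of miR-7667-5p and miR-5128 lie on chromosome 17 at 29595538 to 29595600, in an intron of Tbc1d22b, and on chromosome 2 at 37688201 to 37688284, in an intron of Strbp. They share 20 bases with 15 and with 22 other genes. For these names and for miR-3473b all 7 libraries with 27HC lay above the highest DMSO library. miR-132-3p rose by 1.74 (SE 0.43, edgeR adjusted p 0.0122), from 50.2 ± 25.6 CPM to 167 ± 95.7 CPM, on counts as low as 1 in a library, with 5 of the 7 libraries with 27HC above the highest DMSO library. Its hairpin lies on chromosome 11 at 75173682 to 75173747.

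**Figure D3:**
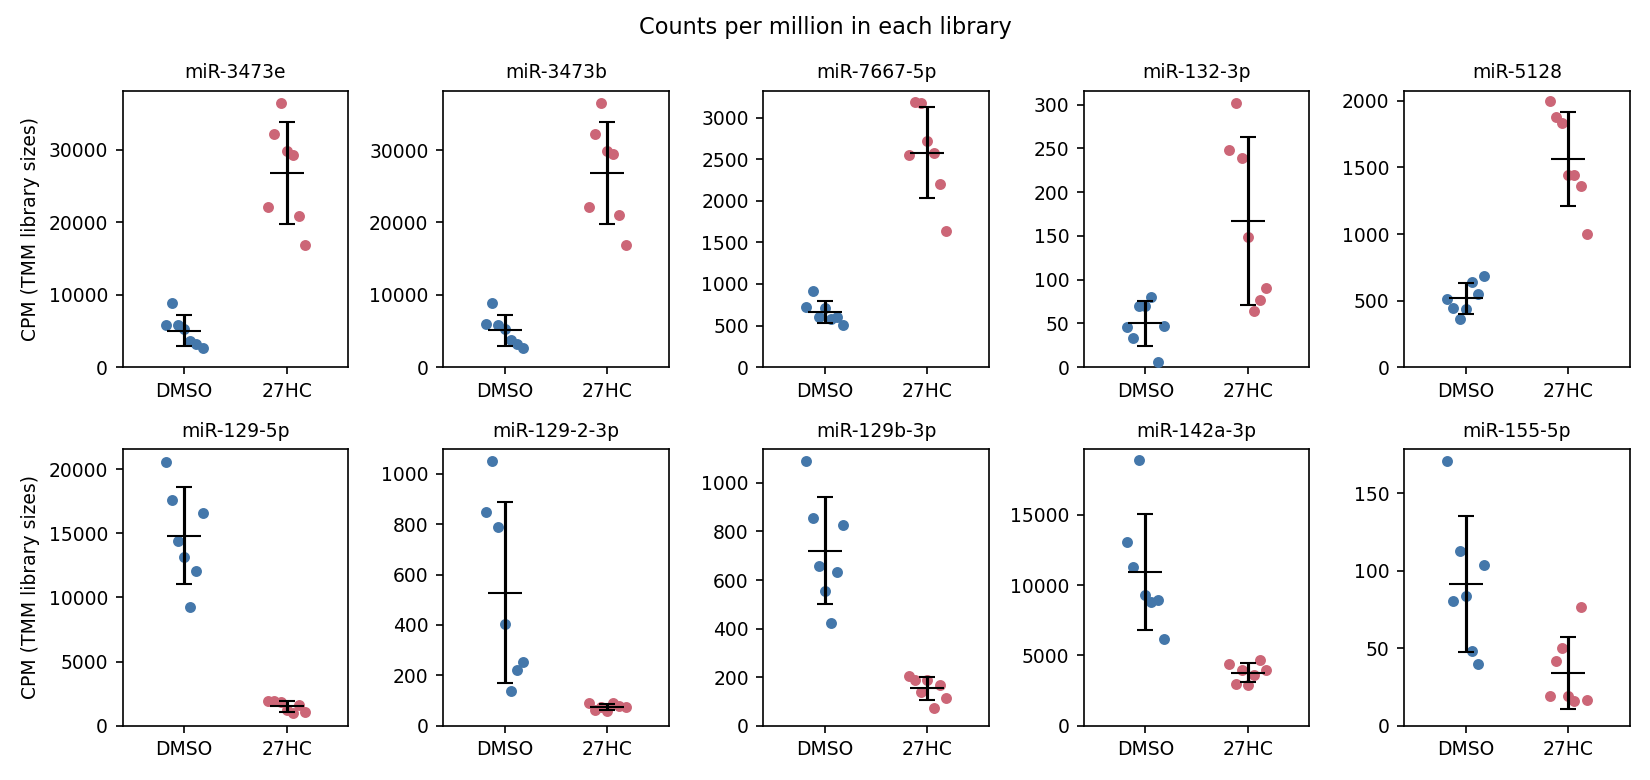
CPM with TMM library sizes (vertical axes, from 0) of the 5 miRNAs with the highest (top) and the 5 with the lowest (bottom) fold change among calls, in the 7 DMSO and 7 27HC libraries, with points for libraries and bars for the mean ± SD. The groups do not overlap except for miR-132-3p and miR-155-5p.

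The other higher calls were miR-92a-3p, miR-7a-5p, miR-484 and miR-27a-3p, with log2 fold changes from 0.31 to 0.71. The other lower calls, outside the let-7 family, were miR-301a-3p, miR-350-3p, miR-8112, miR-129b-5p, miR-6240, miR-150-5p, miR-149-5p, miR-3535, miR-146a-5p, miR-142a-5p, miR-103-3p and miR-744-5p, with log2 fold changes from −1.24 to −0.53. The miR-8112 hairpin shares 20 bases with 99 other genes. Of the 30 calls, 19 were lost under at least 1 alternative. Those lost most often were miR-744-5p (20 of 29 alternatives), let-7g-5p (13 of 29), miR-350-3p (12 of 27), miR-142a-5p (10 of 29), miR-3535 (10 of 28) and miR-6240 (8 of 28). miR-146a-5p, at 17547 ± 1566 CPM in DMSO and 9952 ± 1203 CPM in 27HC libraries (SD, n = 7), did not overlap between groups.

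The let-7 family was examined because its members are known to repress stemness. Its score was 10.5 ± 0.216 in DMSO and 10.3 ± 0.245 in 27HC libraries on the log2 CPM scale (SD, n = 7). The difference of −0.25 had an exact permutation p of 0.0659 (adjusted 0.121). It was −0.22 within replicates 1 to 4 (exact p 0.171) and −0.23 within replicates 5 to 7 (exact p 0.1, the smallest possible). These values were filtered and scaled anew within each set, and let-7e-5p did not pass the filter in replicates 5 to 7. The difference over all libraries, permuted within those sets of replicates, had an exact p of 0.0186. Single libraries mattered: the difference was −0.34 without DMSO replicate 2 (exact p 0.00816) and −0.15 without 27HC replicate 1. Of 10 members tested, 4 were called among all names and 4 when adjusted over the list alone. These were let-7f-5p at −0.61 (SE 0.12, edgeR adjusted p 0.00204), let-7a-5p at −0.44 (SE 0.11), let-7j at −0.44 (SE 0.10) and let-7g-5p at −0.44 (SE 0.13, edgeR adjusted p 0.0279). The call for let-7g-5p was lost in 10 of the 14 fits that left out one library, with adjusted p-values up to 0.140, and its fold change was −0.13 in replicates 5 to 7. The call for let-7a-5p was lost without 27HC replicate 4 (edgeR adjusted p 0.0511). With no filter on low counts, or in replicates 5 to 7 alone, 0 of the 4 were called. let-7 members differ in few bases, so that counts may be split between them by a rule that is not stated. The other 6 ranged from −0.33 to 0.059 and were not called. The signs of let-7b-5p, let-7c-5p and let-7i-5p, all close to 0, changed under some scalings, filters or covariates, in part with a shift of the median of the tested names. camera with a preset correlation gave a p of 0.0299 and fry 0.0130, and camera with an estimated correlation gave 0.295.

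The miR-200 family represses epithelial-mesenchymal transition. Only 2 of its 5 members were abundant enough to be tested, miR-200c-3p at −0.33 (SE 0.35) and miR-141-3p at 0.20 (SE 0.27), and 0 were called, with edgeR unadjusted p-values of 0.362 and 0.458. The score differed by 0.037, with an exact permutation p of 0.893 (adjusted 0.893). It was −0.21 within replicates 1 to 4 and 0.56 within replicates 5 to 7 (exact permutation p 0.229 and 0.2). The filter was applied anew within each set, and miR-200c-3p did not pass it in replicates 5 to 7. The value there is therefore without miR-200c-3p and is not the same score. On the score over all libraries, with both members, the difference between these sets was 0.705 (exact permutation p 0.193).

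**Figure D4:**
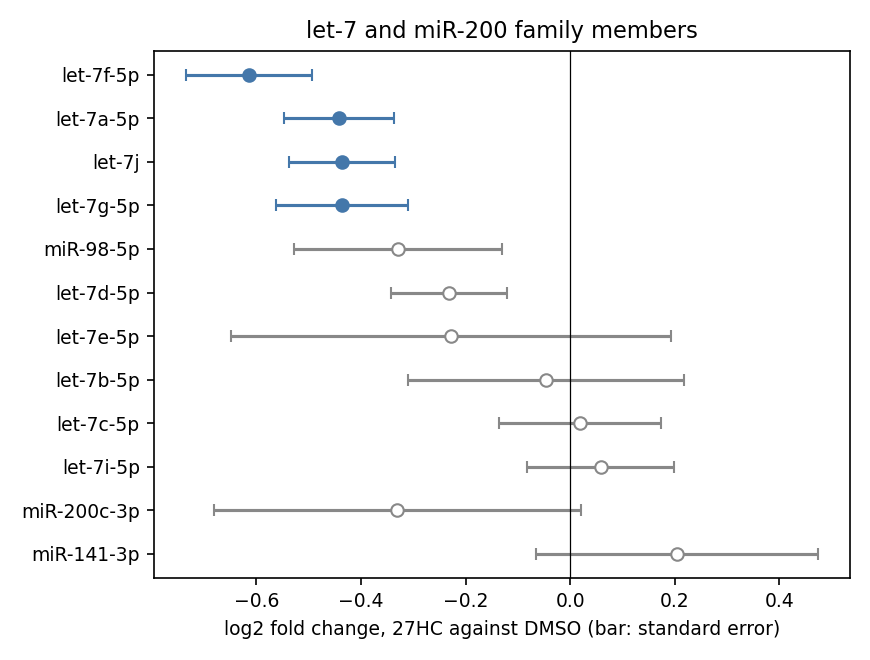
Log2 fold change of 27HC against DMSO (horizontal axis, bars are standard errors) of the tested let-7 (10) and miR-200 (2) family members, with filled points for an edgeR adjusted p under 0.05. The 4 filled members lie between −0.61 and −0.44, and let-7b-5p, let-7c-5p and let-7i-5p lie close to 0, with signs that flip under scalings or filters that shift the median of the tested names.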

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

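The tests in this part were chosen after the values they concern had been seen, and those on names left out for low counts and on depth in DMSO replicate 7 replaced earlier tests. Of 112 groups of 7 libraries examined, over library measures, family and list scores and named miRNAs, 7 held a library far from the other 6, where chance gives 5.6. The number of such libraries is therefore close to what chance gives.

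DMSO replicate 3 held 871189 counts, and the next deepest DMSO library held 400585. Raw totals spread on a multiplying scale, and on the log2 scale the groups differed by less than their spread with this library and without it (−0.21). No explanation for the depth of this library was tested.

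DMSO replicate 7 had 64.4% of the 1695 listed miRNAs with at least 1 count, and the next library of its group had 51.0%. Depth may account for part of its excess over DMSO replicates 5 and 6, which were shallower (112914 and 167171 counts against 252014): after rarefying 15.5% of the excess over replicate 5 and 45.1% of that over replicate 6 were left, and the cause of what was left stays open. Depth alone is argued against for its excess over replicates 1 to 4, since these 4 libraries had larger totals and fewer miRNAs detected. After rarefying, replicate 7 lay next to replicates 5 and 6, with a gap to the nearest of 0.0977 of the range of the group, so the split of the libraries by replicate number is a candidate explanation for that part. let-7d-5p was also highest in DMSO replicate 7, at 1371 CPM against 1066 CPM in the next library. Without this replicate its log2 fold change was −0.087 in place of −0.23, and it was not called in either fit.

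In 27HC replicate 3, miR-16-5p took 43.5% of the counts, and 507121 CPM after TMM scaling. The next highest 27HC values were 41.3% in replicate 7 and 430204 CPM in replicate 2. Both values of 27HC replicate 3 describe the same reads, and DMSO replicate 3 had a similar share of 43.4%. Without 27HC replicate 3 the log2 fold change of miR-16-5p was 0.040 in place of 0.085. No biological explanation for a single library was tested, since the labels give the library no other attribute.

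miR-98-5p stood at 111 CPM in DMSO replicate 2, against 163.6 CPM in the next lowest DMSO library. Its log2 fold change was −0.43 without that library and −0.33 with it, and it was not called in either fit. miR-350-3p stood at 64.9 CPM in 27HC replicate 2, from 14 counts, against 26.02 CPM in the next 27HC library. Without that library its log2 fold change was −1.62 in place of −1.23, so this library weakens the difference. No explanation beyond counting error at these low counts was considered.

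Among the 1456 names left out for low counts, a fit without the filter called 6, of which 4 were higher with 27HC and 2 lower. They were named after their values were seen. The higher ones were miR-153-3p, miR-3112-3p with 13 counts in DMSO and 50 in 27HC libraries, miR-6971-3p with 10 and 54, and miR-7675-5p with 0 and 15. Single libraries held many of these counts: 27HC replicate 6 held 42 counts of both miR-3112-3p and miR-6971-3p, 27HC replicate 1 held 54 of miR-153-3p, 27HC replicate 2 held all 15 of miR-7675-5p, and DMSO replicate 4 held 119 counts of miR-7031-5p. For 4 names at least 65.6% of all counts lay in 1 library, and without it 13 counts in DMSO and 8 in 27HC libraries remained for miR-3112-3p, 10 and 12 for miR-6971-3p, 14 and 7 for miR-7031-5p and 0 in both for miR-7675-5p, at most 5.56% of the difference. A single library is the likely source of these 4 calls. For miR-153-3p and miR-467c-5p at least 28.9% of the difference remained, with 50 and 72 counts for the first and 14 and 0 for the second, and a single library as the source cannot be told apart from a difference between groups at so few counts.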

How the results depend on the processing

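Settings with the term for the split of replicate numbers, with replicates 1 to 4 or 5 to 7 only, with names that share reads merged, and with miR-3473b and miR-3473e left out or counted once were chosen after seeing the data. Within replicates 1 to 4 or 5 to 7 alone, libraries were filtered, scaled, rarefied and ranked anew. Every one of the 30 calls that was tested kept its direction in every setting.

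Fits that used all libraries gave 22 to 39 calls. A mean count of at least 100 gave 12 lower calls, since only 22 of the 30 were among its names. Replicates 1 to 4 gave 16 higher calls. Replicates 5 to 7, with fewer libraries, gave 12 calls, 5 higher and 7 lower. Leaving out each library gave 21 (without 27HC replicate 3) to 34 calls, 7 to 12 higher and 13 (without 27HC replicate 4) to 24 lower.

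With the replicate number as a block, edgeR called 37 names, which included all 30. The numbers were not taken to pair libraries: deviations of libraries with the same number correlated at 0.0686 to 0.60, with a mean of 0.353, against 0.271 for other pairs of the same set of replicates and −0.306 across sets. The block changed no call of a family score or library measure.

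The let-7 difference passed 0.05 with the split as a term (−0.25, exact p 0.0186), in camera with a preset correlation (p 0.0299) and in fry (p 0.0130). These are other tests on the same counts. It did not pass in camera with an estimated correlation (p 0.295) or as log2 of the summed CPM (−0.20, exact p 0.117). The difference ranged from −0.34 to −0.15 across fits that left out one library. The miR-200 difference turned to −0.21 in replicates 1 to 4, against 0.56 (exact p 0.2) in replicates 5 to 7, where miR-200c-3p did not pass the filter. It ranged from −0.13 to 0.18 across fits that left out one library. The number of detected miRNAs turned to 27.6 in replicates 1 to 4, against −102.7 in replicates 5 to 7 (exact p 0.1, the smallest possible there), ranged from −61.6 to 9.65 across fits that left out one library, and differed by −112 (exact p 0.0169) when not rarefied. The share of the most abundant miRNAs was no longer past 0.05 in replicates 1 to 4, with the 10 ranked anew (3.04 points, exact p 0.0857). The same held for the single most abundant (2.06 points, exact p 0.189). It was 2.56 points (exact p 0.0262) with miR-3473b and miR-3473e counted once, and turned to −0.999 points without them. These names stayed in the total, so their rise lowers the share of the others by itself. The change of sign therefore cannot show that they carried the difference. The pseudo-F was 2.95 in replicates 5 to 7, where the smallest exact p is 0.1. In replicates 1 to 4 it was 4.63 (exact p 0.0286, the smallest possible there). With a mean count of at least 100, on fewer names, it was 11.9 (exact p 0.000583). Across fits that left out one library it ranged from 2.91 to 3.67. Where no cause is given, the cause was not tested.

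Changes of sign concerned named miRNAs that were not among the 30 calls. Library totals moved the median of the tested names by −0.0431, no filter by −0.0986 and a mean count of at least 100 by 0.0881, so the changes of sign under these 3 settings go with a shift of the median the same way and are not read as changes of single miRNAs. With library totals only, miR-25-3p was at −0.00014 and let-7c-5p at −0.033. With no filter, miR-16-5p was at −0.039, miR-25-3p at −0.047, let-7c-5p at −0.052 and let-7i-5p at −0.0092. let-7b-5p was at 0.034 with a mean count of at least 100, 0.024 with the replicate block, 0.065 in limma-voom, 0.015 with the split as a term and 0.27 in replicates 1 to 4. With library size as a covariate, miR-423-5p was at −0.036, let-7c-5p at −0.12 and let-7i-5p at −0.077. In replicates 5 to 7, miR-223-3p was at 0.15, miR-423-5p at −0.13 and miR-25-3p at −0.058. Across fits that left out one library, let-7b-5p ranged from −0.17 to 0.23, let-7c-5p from −0.055 to 0.14, let-7e-5p from −0.43 to 0.022 and let-7i-5p from −0.013 to 0.17. Of the other values of named miRNAs, 69 of 600 were weaker across fits that left out one library, and in the other settings 40 of 626 were weaker and 2 stronger, which were miR-223-3p (−0.43, edgeR adjusted p 0.0129) and miR-423-5p (0.69, edgeR adjusted p 0.0304), both called in replicates 1 to 4 only. The depth of the shallowest libraries limits names under 26.6 CPM, which is what 3 counts amount to there.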

Other observations

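The tests of other splits of the libraries and of depth as a cause of the calls were written down after a first look at the comparison of 27HC with DMSO, but before the values they measure were seen, and the other tests in this part were chosen after that. The tests of the calls against abundant miRNAs and the replicate sets, on repeated hairpins and on the spread of the myeloid list replaced earlier tests whose values had been seen.

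The 30 calls were set against technical explanations. Of 100 splits of the 14 libraries into 7 and 7, drawn from 1716, only the real one, 1 of the 100, gave as many calls. The next largest gave 16, and 5 of the other splits gave any. With library size as a covariate 29 of the 30 calls were kept. Both treatments hold replicates 1 to 4 and 5 to 7, so by design the split alone cannot set them apart, whatever a test gives. Among replicates 1 to 4 alone 42 names were called, 27 of them among the 30. If a few abundant miRNAs had displaced the others, these would shift together under library totals only, but the median log2 fold change of the tested names other than the 5 most abundant was −0.035, against at least 0.29 in size for the calls, which went both ways. Of the 27 calls matched to a hairpin by name, 20 were kept after a trend with the share of G and C in the hairpin was removed from each library. Those lost were let-7a-5p, let-7g-5p, miR-27a-3p, miR-103-3p, miR-142a-5p, miR-350-3p and miR-484, for which base composition stays open. It also stays open for miR-92a-3p, miR-7a-5p and miR-3535, which were not matched to a hairpin by name. The annotation does hold hairpins of other miR-92a and miR-7a arms. None of these is therefore the whole cause, and an effect of 27HC on the vesicles or on the cells that shed them may account for most calls, as a hypothesis found and tested on the same data. A change in what the kit collects with 27HC in the medium was not tested.

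The rise of miR-3473b and miR-3473e is 1 measurement. The log2 counts of both names differed by at most 0.0472 in any library, which is consistent with the same reads counted for both names.

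A further question is whether miR-3473b, miR-7667-5p and miR-5128 rose for one technical reason. Hairpins of 3 of the 6 higher calls matched to a hairpin, names that share reads counted once, were repeated in other genes. Among the other tested names the share was 9.95% (Fisher's exact p 0.0190). The test left out the higher calls miR-92a-3p and miR-7a-5p, which were not matched by name. The hairpins of their other arms share 20 bases with at most 1 other gene, so the share of 3 in 6 is too high. As the idea came from the same values, fragments of other transcripts that hold the hairpin sequence cannot be told apart from miRNAs here, and mature sequences and reads would be needed. Reads of one repeated sequence assigned to all 3 names are argued against as the whole cause, since the log2 ratio of every pair of the names differed between replicates 5 to 7 and 1 to 4, by −0.73 for miR-3473b to miR-5128, −0.42 for miR-7667-5p to miR-5128 and −0.31 for miR-3473b to miR-7667-5p (adjusted exact p 0.0465 for each), and the longest run shared by the Mir5128 hairpin with the others was 9 bases. By treatment the ratio rose by 0.89 for miR-3473b to miR-5128 and 0.53 for miR-3473b to miR-7667-5p (adjusted exact p 0.0411 and 0.0140). For miR-7667-5p to miR-5128 it rose by 0.36 (adjusted exact p 0.119), so a common rise of this pair is not argued against. Within groups the 3 names had a mean correlation of 0.317, above 85.95% of random sets of names of similar abundance. More reads from repeated sequence of every kind can be argued against, since all 22 other names with a repeated hairpin lay over 2 standard errors under the smallest rise of the 3, and the highest of them was at 0.62. miR-3473b, miR-7667-5p and miR-5128 may therefore report RNA fragments and not processed miRNAs. That limit also holds for the lower call miR-8112 (−1.18), whose hairpin shares 20 bases with 99 other genes.

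Candidate sources of signal were scored by list. The myeloid list, all 6 of whose miRNAs were tested and which are typical of neutrophils themselves, fell by 0.71 on the log2 scale, with an exact permutation p of 0.000583, the smallest possible (adjusted 0.00641), and 4 of its 6 members were called. Fewer vesicles from myeloid cells would lower its members alike if each came from those cells to the same extent, which was not tested. Their changes ran from −1.53 for miR-142a-3p to 0.17 for miR-223-5p, and their standard deviation of 0.628 was larger than in most splits of the libraries, with an exact permutation p of 0.00117. This argues against an equal fall of all members, in a test that took the place of ratios to miR-223 seen first. Fewer vesicles from myeloid cells cannot be excluded, as the members may come from those cells to different extents. A selective loss of miR-142a-3p, miR-155-5p and miR-146a-5p from the vesicles or from the cells stays open. The lymphoid list fell by 0.29 (exact permutation p 0.00350, adjusted 0.0150), with 1 of 3 members called and 1 of 3 higher. The erythroid list, with 2 members tested that share their reads, rose by 0.36 (exact permutation p 0.0495, adjusted 0.109). The stromal and liver lists differed by −0.077 and −0.082 (exact permutation p 0.687 and 0.474).

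The arms of some hairpins moved apart. Of 33 hairpins with both arms tested, the log2 ratio of the arms differed between groups in 3 at an adjusted exact permutation p under 0.05, and in 6 before adjustment. For miR-149 the 5p arm fell by 0.92 and the 3p arm was at 0.70, a change in ratio of −1.65. For miR-142a both arms fell, with changes of −0.74 (5p) and −1.53 (3p), and for miR-129b the changes were −1.14 and −2.20. The miR-142a changes were −0.999 (5p) and −1.82 (3p) in replicates 1 to 4. In replicates 5 to 7 they were −0.11 (5p, edgeR adjusted p 0.840) and −0.96 (3p). The difference between these sets had edgeR adjusted p-values of 0.122 (5p) and 0.267 (3p). A change in the amount of the precursor alone would move both arms alike, so it is not the whole cause for these 3 hairpins. The miR-149 3p arm rests on as few as 15 counts in a library, and its own change was not called (edgeR adjusted p 0.136). Selection of one arm, or reads from elsewhere assigned to the rarer arm, may explain the difference, and this was not tested further.

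The split of the libraries by replicate number was larger than the difference by treatment. With treatment in the model, 91 of the tested names differed between replicates 1 to 4 and 5 to 7, 49 higher and 42 lower in replicates 5 to 7, and 13 of the 30 treatment calls were among them. Replicates 5 to 7 were shallower, but after every library was thinned to 112914 counts a median of 56 of the 91 were kept, so depth alone is not the whole cause. A trend with hairpin base composition is argued against, since 84 of the 90 matched to a hairpin were kept after its removal. A larger part of background RNA in replicates 5 to 7 stays open. The liver list differed by −0.00964 (exact permutation p 0.940), though its miR-122-5p was called higher by 0.39 (edgeR adjusted p 0.0206). The stromal list differed by 0.029 and the lymphoid list by 0.0072 (adjusted p 0.940 for both). The myeloid list was lower by 0.28 (exact permutation p 0.0327, adjusted 0.0571), by 0.53 in DMSO and by 0.026 in 27HC libraries. The erythroid list was lower by 0.42 (adjusted p 0.0257), which goes against background that holds erythroid RNA, but its 2 tested names share their reads and are 1 measurement. The let-7 family was higher by 0.33 (adjusted p 0.0171) and the miR-200 family lower by 0.61 (adjusted p 0.0267). A library or cell batch may be the source, but the labels name none.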
